# Potential diagnostic and prognostic marker dimethylglycine dehydrogenase (DMGDH) suppresses hepatocellular carcinoma metastasis *in vitro* and *in vivo*

**DOI:** 10.18632/oncotarget.8927

**Published:** 2016-04-22

**Authors:** Gang Liu, Guojun Hou, Liang Li, Yixue Li, Weiping Zhou, Lei Liu

**Keywords:** hepatocellular carcinoma, diagnosis, prognosis, metastasis, DMGDH

## Abstract

Key metabolic enzymes regulatethe fluxes of small compounds to provide the basal substrates for cellular architecture and energy. Some of them are reported to be important carcinogenesis- and metastasis-related genes. In our work, we performed RNA-seq for50 pairs of normal-tumor of hepatocellular carcinoma (HCC) samples and found that the expression of dimethylglycine dehydrogenase (DMGDH) is decreased in HCC. The analysis of protein levels with Western blotting and immunohistochemistry also conformed our findings. It is proven to be a valuable biomarker for both diagnosis and prognosis in three independent datasets. Furthermore, we revealed that DMGDH suppresses migration, invasion and metastasis both *in vitro* and *in vivo*. By utilizing gene expression microarray for DMGDH, we identified several possible pathways altered in a DMGDH over-expressing cell line. Among these pathways, we noted that the phosphorylation of Akt-308/473 was significantly suppressed when DMGDH was over-expressed. In summary, our work reveals that DMGDH is a potential valuable biomarker for both diagnosis and prognosisfor HCC, and DMGDH gene expression suppresses metastasis through the Akt signaling pathway.

## INTRODUCTION

Hepatocellular carcinoma (HCC) is the fifth most common cancer and is the third leading cause of death worldwide [1], with 500,000 peopleaffected every year [2]. Furthermore, HCC is a relatively aggressive cancer type, which is characterized by rapid metastasis and development. The high metastasis leads to less than 10% five year survival rate [3], makes it difficult for therapy. Thus, revealing the mechanisms of HCC pathogenesis is necessary for therapy.

Recently, metabolic alterations are reported [4, 5]. By metabolic study, step-limiting enzymes, which are key regulators of metabolic fluxes, have also been implicated. Recently, alteration of important enzymes involved in glucose metabolism including somatic mutation of IDH1/2 in have been reported in HCC patients [6]. In breast cancer, over-expression of PKM2 leads to glucose fluxes into the pentose phosphate pathway (PPP) instead of glycolysis [7], and produce more ribose, which is one of the most important architectural components of DNA and RNA. In HCC, glutaminase 2 was reported to regulate PI3K/AKT signaling pathway and suppress tumor activity [8]. Defects of key enzymes involved in lipid metabolism, including SCD-CoA [9], and enzymes in choline activation werealso reported [10], indicating that metabolic dysfunction contributes to hepatocellular carcinogenesis and development. However, current metabolic biomarker is still insufficient for diagnosis and prognosis in HCC.

In this vein, we performed RNA sequencing on HCC patients, and detected that dimethylglycine dehydrogenase (DMGDH) decreased in HCC tissue compared with the corresponding normal tissue. In addition, the proportion of somatic mutation and/or loss of heterogeneity of this gene reached 36% in our dataset. The overall survival rate of patients with higher DMGDH expression was significantly higher than those with lower levels. We then validated these findings with public data from TCGA dataset, another dataset, and immunohistochemical analysis. We knocked down and over-expressed DMGDH in twodifferent HCC cell lines. Although the proliferation rate was relatively stable in both cell lines before/after knock-down/over-expression, cells with lower DMGDH expression exhibited higher motility. We then constructed a mouse lung metastasis model, and found that metastasis withinthe DMGDH over-expression group was significantly slower than the normal group. We also evaluated gene expression levels of both the DMGDH and control groups by microarray. Ingenuity Pathway Analysis (IPA) of the differentially expressed genes between the two groups revealed that several pathways were altered, including the PI3K/Akt signaling pathway. Western blot results demonstrated that over expression of DMGDH causes a decreased phosphorylation of Akt-308/473, which in turn suppresses metastasis.

## RESULTS

### DMGDH is significantly altered in tumors and is a potential biomarker for HCC diagnosis

To comprehensively screen altered metabolism related genes during carcinogenesis, we performed RNA-seq on 100 samples consisting of tumor tissue and peri-tumoral tissue from 50 HCC patients. Among these patients, 13 were categorized into a high metastasis group and 14 were categorized into a low metastasis group. We evaluated the relative gene expression levels and potential somatic mutation/loss of heterogeneity of these samples. We also identified the differential gene expression between normal cells and tumor cells (approximately 8900 genes, in total), low metastasis and high metastasis tumor groups (1789 genes) (Supplementary Table S1A–S1B). In accordance with previously reported metabolic gene lists and pathways, we found that several of themwere significantly enriched [11] (Supplementary Table S1C). Considering differentially expressed genes, somatic mutations and significantly altered pathways, several genes were selected (Table 1) for further study. Of these genes, we noticed a barely reported gene, DMGDH, was down regulated in carcinogenesis (Figure 1A). The mutation and/or loss of heterogeneity rate of this gene was ~36%. We also conducted qPCR estimated on 47 samples and found that the DMGDH expression level in tumors is significantly different than normal cells (Figure 1B, detailed clinical information of the two datasets were available in Supplementary Table S1D) in 92% of samples. Western blots detecting DMGDH were also conducted on 30 tumor-normal pairs. We found that in ~80% samples, the DMGDH protein level in tumor tissue was significantly higher than that of normal tissue (Figure 1C). We also conducted immunohistochemical tests on 10 pairs of samples and found that almost all of the over expressed DMGDH is observed in these samples (Figure 1D).

**Table 1:** The significantly altered metabolic gene list

Gene	Class	Low-high metastasis fold change (log2)	Low-high metastasis FDR	Normal-Tumor fold change (log2)	Normal-Tumor FDR	Mutation/LOH rate	significant pathway
**AKR1D1**	Steroid	−1.56545	0.0006	−2.63194	0.00005	0.18	yes
**BHMT2**	Glycine	−1.56258	0.00005	−1.43584	0.00005	0.26	yes
**CPS1**	Urea	−2.56255	0.0001	−2.05089	0.00005	0.56	yes
**DMGDH**	Glycine	−1.63297	0.0002	−1.91773	0.00005	0.32	yes
**HPD**	Tyrosine	−2.84098	0.00005	−2.60153	0.00005	0.22	yes
**IDO2**	Tryptophan	−4.40572	0.00005	−4.58482	0.00005	0.08	yes

**Figure 1:**
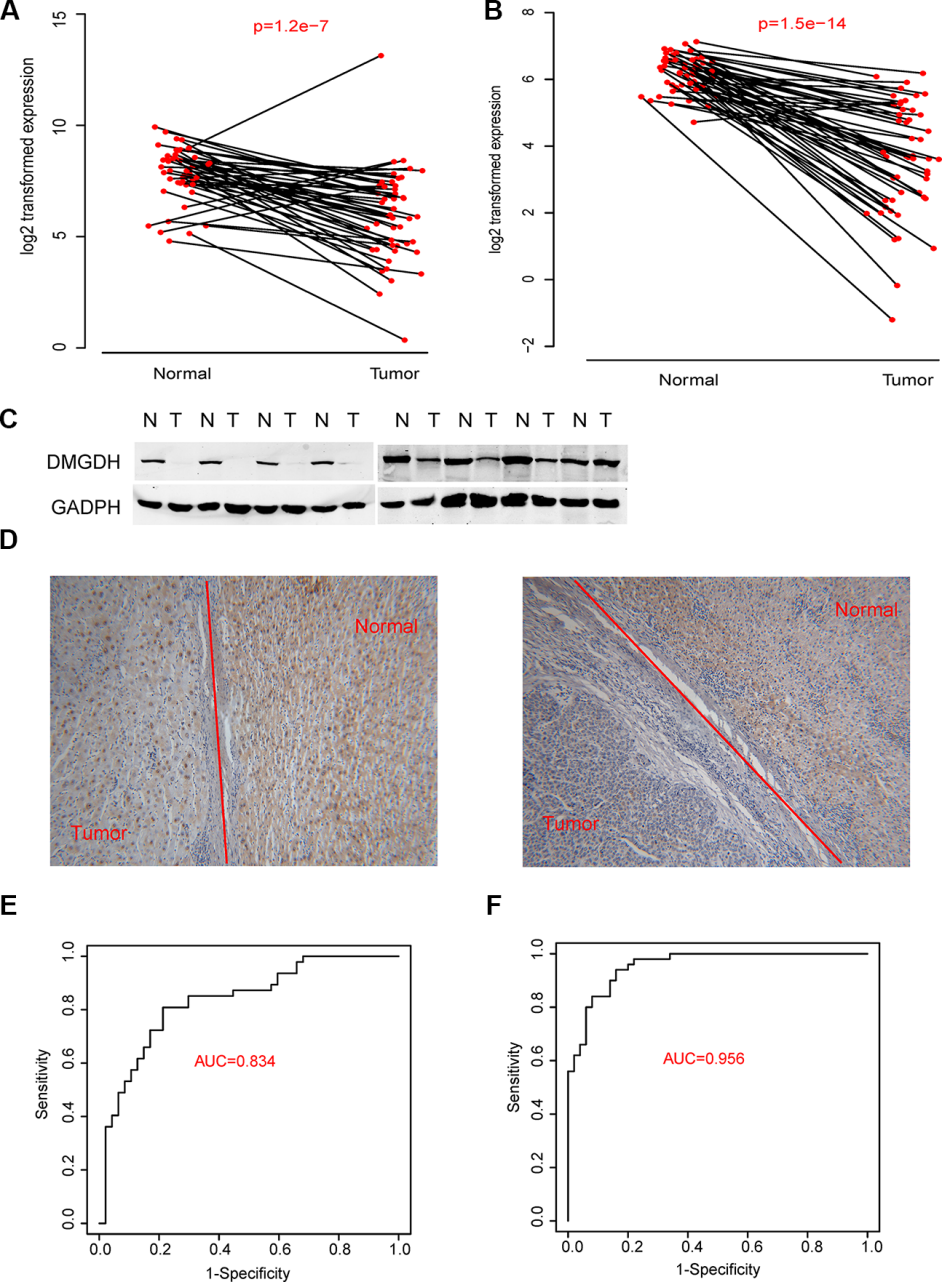
DMGDH expression level is associated with both carcinogenesis The DMGDH mRNA expression level of normal-tumor paire evaluated with (**A**) RNA-seq and (**B**) QPCR; and the DMGDH protein expression level asessed by (**C**) Western blot and (**D**) immunohistochemistry are show. The diagnostic effect of DMGDH mRNA is shownin both (**E**) QPCR and (**F**) RNA-seq dataset with receiving operating characteristic curve (ROC).

We then tested the diagnostic performance of DMGDH levels in HCC with receiving operating curve (ROC) to distinguish tumor tissue from the normal. We found that in the qPCR dataset, the area under curve (AUC) reached 0.834 (Figure 1E). The result was then validated with the RNA-seq data, and the AUC reached 0.956 (Figure 1F). These results indicate that DMGDH may be a valuable biomarker of HCC diagnosis.

### The prognostic effect of DMGDH and correlation with clinical observations

To further interpret the effects of DMGDH on HCC, we analyzed the survival of patients with different gene expression levels of DMGDH. The survival rate of patients with higher DMGDH levels is significantly higher than those without (Figure 2A). To avoid the over fit of our data, we also conducted survival analysis on samples from TCGA (http://cancergenome.nih.gov/) dataset, and RNA-seq dataset. The survival of patients with high DMGDH expression is also significantly better (Figure 2B–2C). Moreover, the results from 21 pairs of normal-tumor-PVTT (portal vein tumor thrombosis) showed that the mRNA and protein levels are significantly higher in PVTT cells than tumor cells, which are higher than the corresponding normal cells (Figure 2D, Supplementary Figure S1). Furthermore, in our RNA-seq data, we also found that this gene is also differentially expressed in the high metastasis group (HMG, *N* = 14) and low metastasis group (LMG, *N* = 13). The LMG group expressed DMGDH nearly 3-fold compared with the HMG group (Figure 2E).

**Figure 2:**
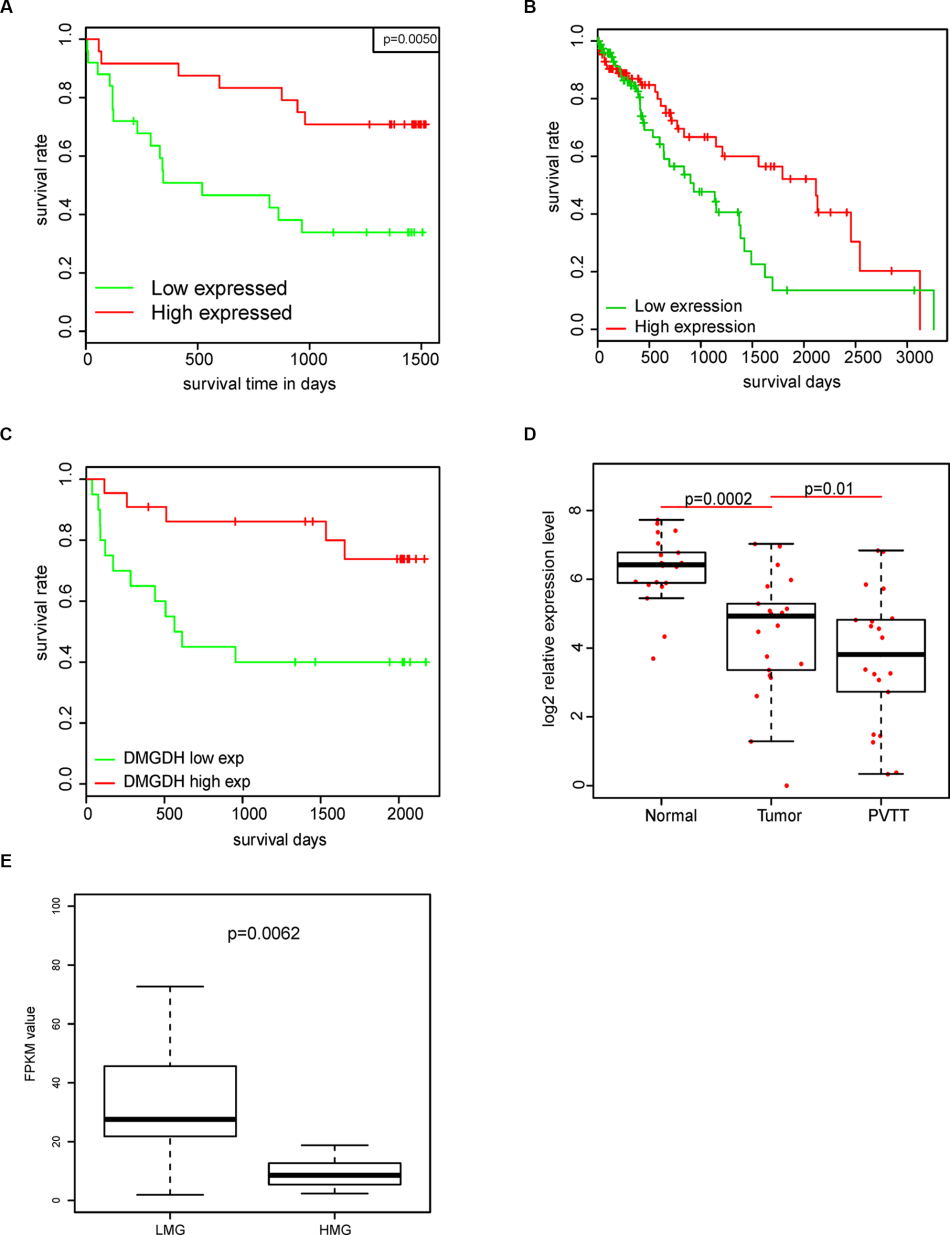
Prognostic effect of DMGDH in HCC The survival rate of DMGDH highly expressed group is significantly better than lowly expressed group in (**A**) QPCR, (**B**) RNA-seq, and (**C**) TCGA datasets. And (**D**) the mRNA expression level of PVTT is significantly lower than tumor, and tumor is lower than normal. (**E**) mRNA FPKM values (Fragments Per Kilobase of transcript per Million mapped reads) in RNA-seq data of LMG and HMG is also shown.

To interpret the effect of DMGDH on prognosis and metastasis, we correlated the expression level of DMGDH in 47 samples with their clinical information. We detected that some clinical observations, including recurrence, age, differentiation level, embolus, and AFP level were significantly different between the DMGDH-high-expression (DHE) group and the low-expression (DLE) group (Table 2). The DHE group has a much better clinical observation than the LHE group.

**Table 2:** DMGDH expression associated clinical observations

variable	Low	High	*p*_value
**Age**			**0.011**
< 60	21	11	
> 60	3	12	
**Differentiation**			**0.0032**
1, 2	0	7	
3, 4	24	15	
**Stage**			0.08
1, 2	11	6	
3, 4	13	16	
**Embolus**			**0.0014**
No	7	16	
Yes	17	5	
**AFP**			**0.0012**
Low	2	13	
High	21	10	
**Daughter nodule**			0.096
No	15	20	
Yes	9	3	
**Recurrence**			**0.036**
No	5	14	
Yes	10	5	

some clinical information is missing.

All these results demonstrate that DMGDH is a metastasis suppressor gene. It correlates with survival and other important clinical observations, including embolus formation and recurrence, suggesting that DMGDH suppresses metastasis in HCC.

### The DMGDH interferes affects migration *in vitro*

To evaluate the metastasis and multiplication effects of DMGDH, we constructed cell lines, derived from SMMC7721 and MHCCLM3, which over-expressed DMGDH + GFP and GFP (named SMMC7721-DMGDH, MHCCLM3-DMGDH, SMMC7721-GFP, and MHCCLM3-GFP). We also performed RNAi on PLC cell line, and validated over-expression and RNAi by Western blotting (Figure 3A). Then, we performed proliferation assays on both cell lines with/without DMGDH over-expression/knock-down, and found that the proliferation rate of the cells highly express DMGDH was comparable with the control (Figure 3B), indicating that the reproduction rate is not affected by DMGDH.

**Figure 3:**
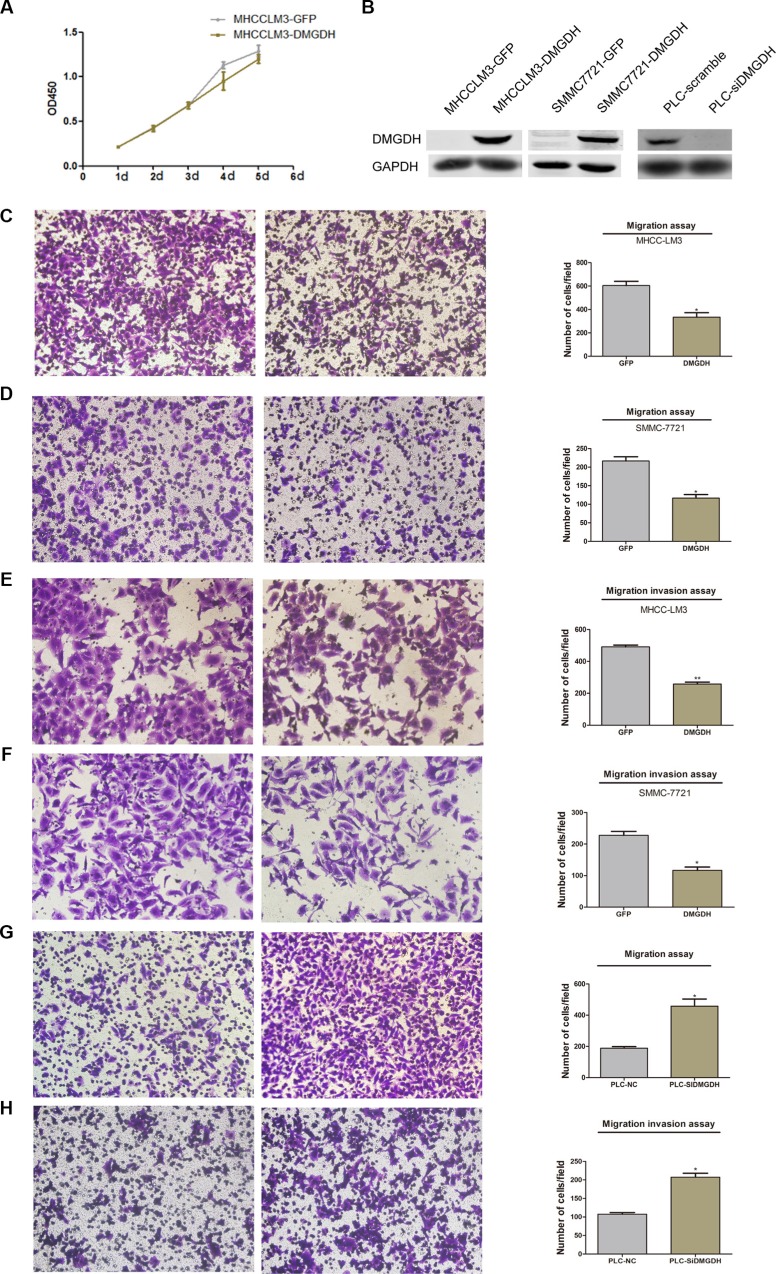
The migration suppression effect of DMGDH on HCCcell lines (**A**) The Western blot of over-expression and RNAi of cell lines. Although the proliferation is (**B**) comparable between GFP and DMGDH + GFP over expression group, after over expression of DMGDH, (**C**–**D**) the migration rate of DMGDH over expression group is significantly high than control in both MHCCLM3 and SMMC7721 cell lines. And it is also the case for invasion (**E**–**F**) assay. PLCcell line migration and invasion ability (**G**–**H**) increased rapidly after knock down of DMGDH.

Then, we conducted a migration and invasion assay on SMMC7721-DMGDH, SMC7721-GFP, MHCCLM3-DMGDH, and MHCCLM3-GFP cells. Significant migration and invasion differences were observed (Figure 3C–3F) between experimental and control cells. The number of cells that migrated from one side of aTrans-wellto the other side decreased by over 50% in the DMGDH over expression group (Figure 3C–3D). The invasion result also confirmed this finding (Figure 3E–3F. We performed a similar assay on DMGDH knock-down on PLC cell line, a cell line has a relative higher DMGDH expression than SMMC7721 and MHCCLM3 cell lines. We observed that the migration and invasion level of the experimental group (DMGDH knockdown) were significantly higher than those of the control group (Figure 3G–3H). We also evaluated the migration ability using a wound healing test, and the healing ability of cells with lower DMGDH expression was much better than cells with higher DMGDH expression (Supplementary Figure S1). Because the proliferation rates of the control group and DMGDH over expression group were almost identical, the migrated cell number reflects the migration ability of these cells. This indicates that DMGDH suppresses cell migration *in vitro*.

### Over expression of DMGDH suppresses metastasis *in vivo*

To investigate whether the suppression of migration of DMGDH is also maintained *in vivo*, we constructed a mouse lung metastasis model. We injected equal numbers of MHCCLM3-GFP and MHCCLM3-DMGDH cells in naked mouse tail vein. After 4 months, the lungs were dissected and stained with hematoxylin & eosin (H&E). Injected cancer cells were detected in the lungs of 6 out of 8 mice in the MHCCLM3-GFP group, while there is only one mouse occurred cells in MHCCLM3-DMGDH group (*p* = 0.041, Figure 4). These results indicate that DMGDH also significantly suppresses migration of hepatocellular carcinoma cells *in vivo*.

**Figure 4:**
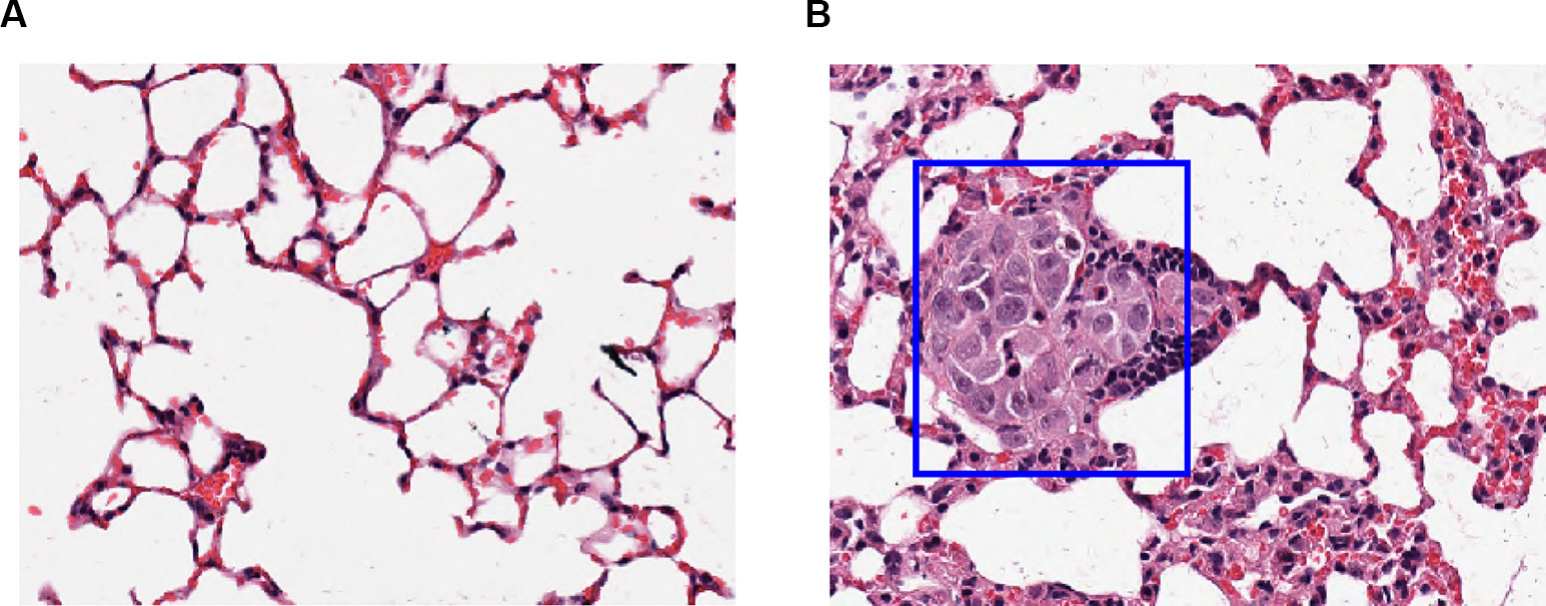
The lung histological section of mice injected with GFP/DMGDH+GFP over expression cell line (**A**) Seven out of 8 mice with DMGDH overexpressed cell line injected did not detected lung metastasis, (**B**) while 6 out of 8 mice in the control group detected lung metastasis.

### DMGDH suppresses PI3K/Akt pathway

Although the role of DMGDH suppression of tumor motility both *in vivo* and *in vitro* was validated by our previous experiments, the mechanisms underlying the suppression were still unclear. 

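The labels and the methods give these cells as MHCCLM3, a human hepatocellular carcinoma line of high metastatic capacity, whereas the results text names SMMC7721. By the labels, the cells of one group over-expressed GFP and those of the other DMGDH + GFP. RNA was labelled with 1 dye and hybridized to the Agilent Whole Human Genome Oligo Microarray, on 3 slides. Slide 2 held replicates 2 and 3 labelled MHCCLM3-GFP with replicates 1 and 2 labelled MHCCLM3-DMGDH, and slides 1 and 3 held the remaining array of each group. Each array had 43376 spots other than controls, for 41000 probes, none of them saturated. From 66.2% to 73.1% of the probes of an array were well above background, and the number of arrays limits the precision. The scanner software had subtracted the background of each spot, and the processed signals were quantile normalized here between the arrays on the log2 scale, after the methods. Outlier spots, 59 to 93 per array, and control spots were left out. The 28752 probes well above background on at least 3 of the 6 arrays were tested with limma, and a gene was counted once, by its probe of highest mean signal, which gave 14309 named genes. Nothing in the sources used here says that the replicates came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.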

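The DMGDH probe was bright on the 3 arrays labelled MHCCLM3-GFP and not well above background on the 3 arrays labelled MHCCLM3-DMGDH, which goes against the labels on 6 of 6 arrays. DMGDH encodes the mitochondrial enzyme that converts dimethylglycine to sarcosine. Its only probe on the array (A_23_P257803) lies on chromosome 5 of hg19 from 78293907 to 78293966. The normalized signal (log2) was 9.26, 9.26 and 9.41 on replicates 1 to 3 labelled MHCCLM3-GFP, with a mean of 9.31 ± 0.086 (SD, n = 3), and 1.70, 1.51 and 2.23 on replicates 1 to 3 labelled MHCCLM3-DMGDH, with a mean of 1.81 ± 0.377 (SD, n = 3). Because the dimmer group was at background, the difference is a bound: with this processing the signal was at least 56.6-fold higher in the arrays labelled MHCCLM3-GFP, taken against the lowest signal among probes well above background on each dim array (adjusted p = 0.00019 from limma). An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest that 3 arrays against 3 allow. Within the 1 slide that held arrays of both groups, the fitted difference was 7.73 on the log2 scale (adjusted p = 0.00236 from limma, in a range from 2.4e-11 to 0.155 over the settings that tested it). After normexp background correction the fitted difference over all arrays was 3.371. The paper reports over-expression of DMGDH by Western blot in Figure 3A, which measures protein and does not settle which arrays hold the RNA of those cells. A search of the probe names found no probe for the GFP reporter, and the sources used here do not give the sequence of the construct, so that whether the DMGDH probe lies in the transcript it carries is not given. The groups are therefore called by their labels, and a direction is given as the arrays labelled MHCCLM3-GFP against the arrays labelled MHCCLM3-DMGDH.

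**Figure D1:**
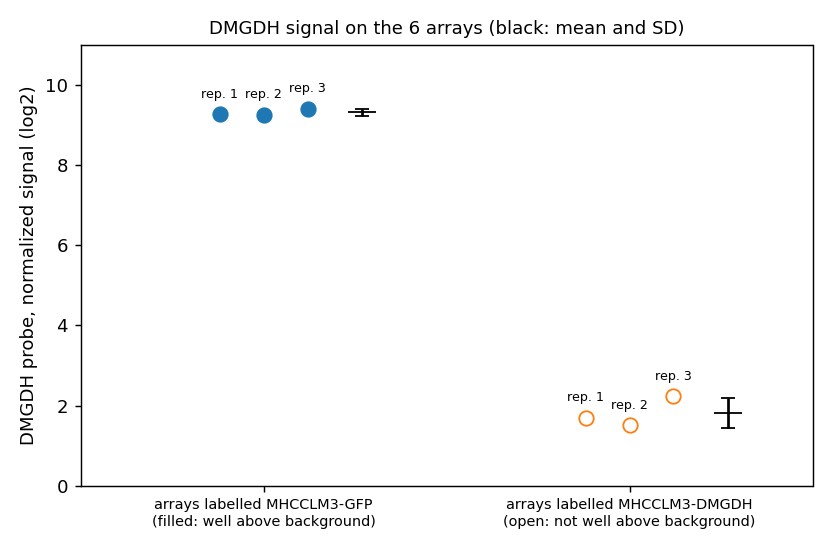
Normalized signal of the DMGDH probe (log2, vertical axis) on each of the 6 arrays by label; points are arrays, filled where the probe was well above background, and black bars are the mean and SD. The arrays labelled MHCCLM3-GFP sit between 9.26 and 9.41 and the arrays labelled MHCCLM3-DMGDH between 1.51 and 2.23.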

To more comprehensively evaluate the effect of DMGDH and the potential target of DMGDH, we analyzed the gene expression levelsinSMMC7721-DMGDH and SMMC7721-GFP cells by microarray with 3 replicates each. 

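Of the 14309 genes tested, 131 were higher and 326 were lower in the arrays labelled MHCCLM3-GFP, on which the DMGDH probe was bright against the labels, at an adjusted p under 0.05 from limma. Besides DMGDH, the largest fitted rise was in PRKCB, protein kinase C beta (chromosome 16 of hg19, probe from 24227210 to 24227269), at 4.81 ± 0.169 against 3.32 ± 0.065 (log2 signal, mean ± SD, n = 3 each; log2 fold change 1.49, standard error 0.097, adjusted p = 0.00394 from limma), although it was well above background on only 1 of the 3 arrays labelled MHCCLM3-DMGDH and its rise was 0.298 (adjusted p = 0.127, in a range from 0.00234 to 0.182 over 18 alternatives) after normexp background correction. PAGE1, of a family of cancer-testis antigens (chromosome X, 49458768 to 49459333), had a log2 fold change of 1.32 (standard error 0.074, adjusted p = 0.00223). FOXN4, a forkhead transcription factor, followed with 1.27 (standard error 0.073, adjusted p = 0.00241). Log2 fold changes of 1.07 for DMRTB1, 1.03 for the mitochondrial nucleotidase NT5M, 0.96 for CYP2B6, 0.96 for the intestinal alkaline phosphatase ALPI, 0.95 for the RNA helicase DDX49 and 0.83 for the cyclooxygenase PTGS1 completed the 10 largest fitted rises, whose order depends on the background correction: with normexp, PAGE1 rose by 0.662, FOXN4 by 0.721, CYP2B6 by 0.836 and DDX49 by 0.947, and DMRTB1 and PTGS1 did not pass. CYP2B6, a cytochrome P450 of the liver, has another probe, which gave 0.08 (adjusted p = 0.78).

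**Figure D2:**
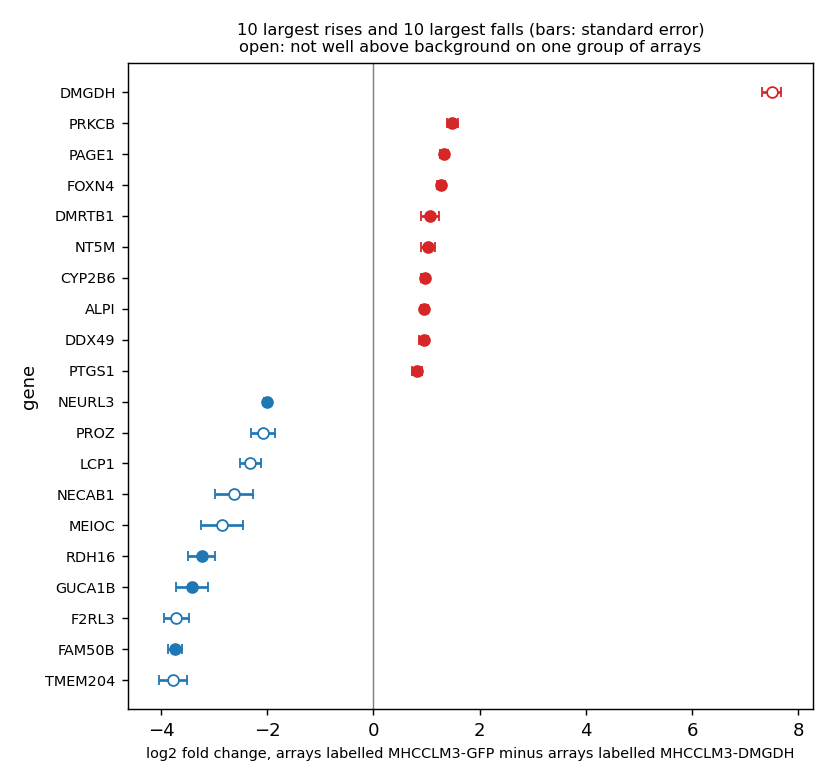
Fitted log2 fold change (horizontal axis, arrays labelled MHCCLM3-GFP minus arrays labelled MHCCLM3-DMGDH, against what DMGDH shows of the labels) of the 10 genes with the largest rise and the 10 with the largest fall; points are limma estimates, bars their standard errors, and open points genes not well above background on one group of arrays, for which the fit is not a bound. DMGDH stands at 7.50, and the other genes lie between -3.77 and 1.49.

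FAM50B, an imprinted gene on chromosome 6 (3851193 to 3851252), fell by 3.735 on the log2 scale, from 10.4 ± 0.137 to 6.63 ± 0.203 (standard error 0.124, adjusted p = 0.000469). GUCA1B, a guanylate cyclase activator of photoreceptors, fell by 3.41 (standard error 0.304, adjusted p = 0.00785), RDH16, a retinol dehydrogenase of the liver, fell by 3.24 (standard error 0.259, adjusted p = 0.00594), and NEURL3, a ubiquitin ligase (chromosome 2, 97163419 to 97163478), fell by 2.01 (standard error 0.061, adjusted p = 0.000377). Over 19 alternatives the log2 fold change of GUCA1B shrank to -1.872, and it passed in 12 of them. Those of FAM50B, RDH16 and NEURL3 shrank to no less than -3.068, -2.742 and -1.713. The other 6 of the 10 largest falls in the fit were not well above background on any array labelled MHCCLM3-GFP, so that their rank is not measured and their folds are bounds: TMEM204, a transmembrane protein, was at least 11.4-fold lower (adjusted p = 0.00418), F2RL3, a thrombin receptor, at least 9.82-fold (adjusted p = 0.00363), NECAB1 at least 3.98-fold, MEIOC at least 3.51-fold, the actin-bundling protein LCP1 at least 3.31-fold and the plasma protein PROZ at least 1.9-fold. These bounds were computed with the main processing only and do not hold for the others. Over 18 alternatives the fitted log2 fold change shrank to -1.2 for TMEM204 and -1.196 for F2RL3. It shrank to -0.527 for NECAB1, -0.466 for MEIOC, -0.434 for LCP1 and -0.304 for PROZ. At the thresholds of the methods, an unadjusted p under 0.001 and a log2 fold change under -0.2 or over 0.2, the main limma fit called 658 probes, 214 higher and 444 lower in the arrays labelled MHCCLM3-GFP. With the slide as a fixed block, or within the slide that held both groups, 6 genes passed at the adjusted threshold. At the thresholds of the methods 274 probes passed there. With the slide as a random block, 512 genes and 714 probes passed. All 457 genes called over all arrays had no overlap between the groups. Their direction within that slide was therefore fixed in advance and says nothing on slide effects. The count of genes was 258 after normexp background correction, 158 with no filter on dim probes, 12 with an unequal-variance test per probe, 876 with a trend and robust variances, 837 with all probes of a gene averaged, and 100, 86 and 73 without replicates 1, 2 and 3 labelled MHCCLM3-GFP and 129, 56 and 239 without replicates 1, 2 and 3 labelled MHCCLM3-DMGDH.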

In total, 269 differentially expressed genes were detected (Supplementary Table S3). 

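Members of 6 pathway lists were counted among the 457 genes. The lists were written from textbook membership for the pathways of Figure 5A, with its ephrin receptor and ephrin B signaling as 1 list. The study chose these pathways on the same samples, so that neither the enrichment of a list nor a count adjusted over it alone is independent evidence, and Figure 5A and Table S3 had been read when the lists were written. Of 60 genes of ephrin signaling, which guides cell adhesion and migration, 4 were higher and 3 were lower in the arrays labelled MHCCLM3-GFP, on which DMGDH was bright, and 53 did not pass limma's test (4 higher and 3 lower when adjusted over the list alone). VEGFC, a growth factor of lymphatic vessels, fell by 1.23 on the log2 scale (standard error 0.057, adjusted p = 0.00123 from limma), from 9.32 ± 0.031 to 8.09 ± 0.058 (SD, n = 3 each). The receptor EPHB2 fell by 0.535 (standard error 0.069, adjusted p = 0.0224), and the G protein subunit GNG4 rose by 0.59 (standard error 0.052, adjusted p = 0.00774), as did NGEF, a guanine nucleotide exchange factor, by 0.41 (standard error 0.052, adjusted p = 0.0209). Of 54 genes of PXR and RXR activation, nuclear receptor targets of drug metabolism in the liver, 1 was higher, 6 were lower and 47 did not pass (2 higher and 7 lower when adjusted over the list alone). The 1 that rose was CYP2B6, by a single probe of its pair, and the transporter ABCC3 fell by 0.88 (standard error 0.083, adjusted p = 0.00912) and the sulfate-activating enzyme PAPSS2 by 0.78 (standard error 0.084, adjusted p = 0.0132).

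**Figure D3:**
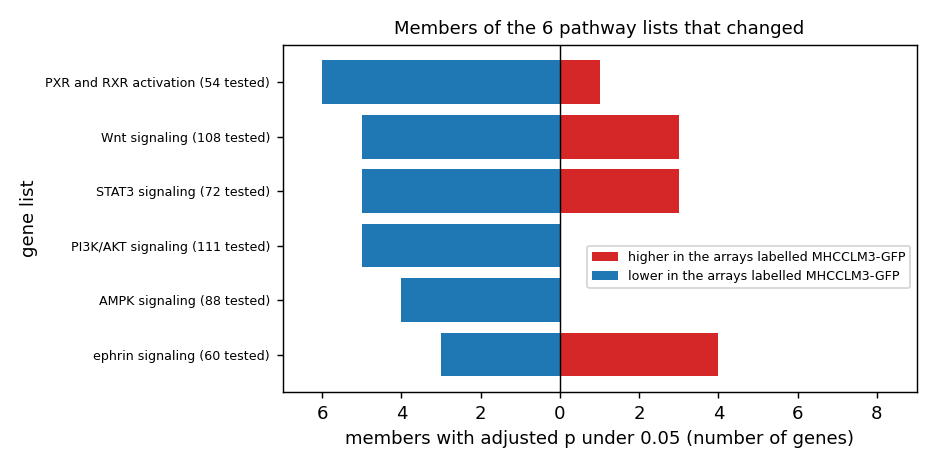
Members of the 6 pathway lists with an adjusted p under 0.05 from limma (horizontal axis, number of genes); bars to the right count genes higher, and bars to the left genes lower, in the arrays labelled MHCCLM3-GFP, on which DMGDH was bright against the labels. Ephrin signaling has 4 higher and 3 lower, and PXR and RXR activation 1 higher and 6 lower.

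By Fisher's exact test, one-sided, with the 14309 genes tested as the background, called genes were more frequent than expected in 4 of the 6 lists. The 7 ephrin genes stood against 1.92 expected and the 7 PXR and RXR genes against 1.72 expected (both adjusted p = 0.0058). The 8 genes of STAT3 signaling stood against 2.3 expected (adjusted p = 0.0058) and the 8 of Wnt signaling against 3.45 expected (adjusted p = 0.0334). In AMPK signaling, 4 genes were called against 2.81 expected, and in PI3K/AKT signaling 5 against 3.55 expected (both adjusted p = 0.31). An excess was not particular to these pathways, although lists outside Figure 5A were not given Fisher's test. Cancer-testis and placental genes had 8 called against 0.798 expected by the same share, and NF-kappaB and inflammatory targets 13 against 1.25. Other lists had none, such as cell cycle and proliferation with 0 against 1.76 and fatty acid synthesis and oxidation with 0 against 1.25. Over 20 alternative settings the enrichment passed in 7 for ephrin signaling, 7 for STAT3 signaling, 8 for PXR and RXR activation and 6 for Wnt signaling, with adjusted p up to 1, and in none with the slide as a fixed block or within the slide that held both groups, though for all 4 with the slide as a random block. Only 6 genes were called with the fixed block or within that slide, too few for the lack of enrichment there to say much. Limma's camera test, which asks whether a list moves one way against all other genes, passed for none of the 6 (adjusted p = 0.548 for ephrin signaling and 0.692 for PXR and RXR activation, with median log2 fold changes of 0.046 and -0.002 over all arrays and 0.002 and 0.018 within that slide).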

We analyzed these genes with IPA, and found several pathways were significantly enriched. Among these pathways, the STAT3, AMPK, WNT, and PI3K/Akt (Figure 5A) pathwaysare frequently reported in carcinogenesis and metastasis, including HCC [12–16].

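In the arrays labelled MHCCLM3-GFP, on which DMGDH was bright against the labels, 3 of 72 genes of STAT3 signaling were higher, 5 were lower and 64 did not pass limma's test, with the same counts when adjusted over the list alone. The interleukin receptor subunit IL17RB rose by 0.83 on the log2 scale (standard error 0.057, adjusted p = 0.00418) and the growth factor receptor PDGFRB by 0.40 (standard error 0.057, adjusted p = 0.0286). The cyclin-dependent kinase inhibitor CDKN1A fell by 0.64 (standard error 0.05, adjusted p = 0.00594) and the cytokine IL6, which activates STAT3, by 0.55 (standard error 0.062, adjusted p = 0.0155). Of 108 genes of Wnt signaling, 3 were higher, 5 were lower and 100 did not pass (5 higher and 8 lower when adjusted over the list alone). KREMEN1 and LRP4, both receptors that act on Wnt signals, rose by 0.69 and 0.59 (adjusted p = 0.00649 and 0.00808), although the other probe of KREMEN1 gave 0.65 (adjusted p = 0.13), while the receptor ROR1 and the Wnt antagonist DKK1 fell by 1.10 and 0.53 (adjusted p = 0.00566 and 0.0102). Of 88 genes of AMPK signaling, 4 were lower, none was higher and 84 did not pass (1 higher and 5 lower when adjusted over the list alone, and 11 higher and 15 lower at an unadjusted p under 0.05 from limma, or 9 higher and 9 lower by the unequal-variance test). They were CHRNE, a subunit of the muscle acetylcholine receptor, which fell by 1.79 (standard error 0.086, adjusted p = 0.00129), PIK3R1, the regulatory subunit of PI3K, which fell by 0.91 (standard error 0.086, adjusted p = 0.00912), CREB5 and FLCN. Of 111 genes of PI3K/AKT signaling, 5 were lower, none was higher and 106 did not pass, also when adjusted over the list alone (7 higher and 18 lower at an unadjusted p under 0.05 from limma, or 6 higher and 16 lower by the unequal-variance test). They were INPP4B, a phosphatase that removes products of PI3K, which fell by 1.11 (standard error 0.078, adjusted p = 0.00434), CDKN1A, PIK3R1, GAB2 and NFKB2, and CREB5, FLCN, GAB2 and NFKB2 are named here only because the counts are small, after their values were seen. Over the alternatives the log2 fold change shrank to -0.86 for CHRNE, -0.336 for PIK3R1 and -0.366 for INPP4B, and that of CDKN1A to no less than -0.603. Limma's camera gave an adjusted p of 0.732 for STAT3 signaling, 0.731 for Wnt signaling, 0.548 for AMPK signaling and 0.0865 for PI3K/AKT signaling. Their median log2 fold changes were 0.004, 0.016, -0.002 and -0.029 over all arrays and 0.020, 0.003, 0 and -0.028 within the slide that held both groups, and the mean of the STAT3 list had the opposite sign to its median, at -0.006.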

**Figure 5:**
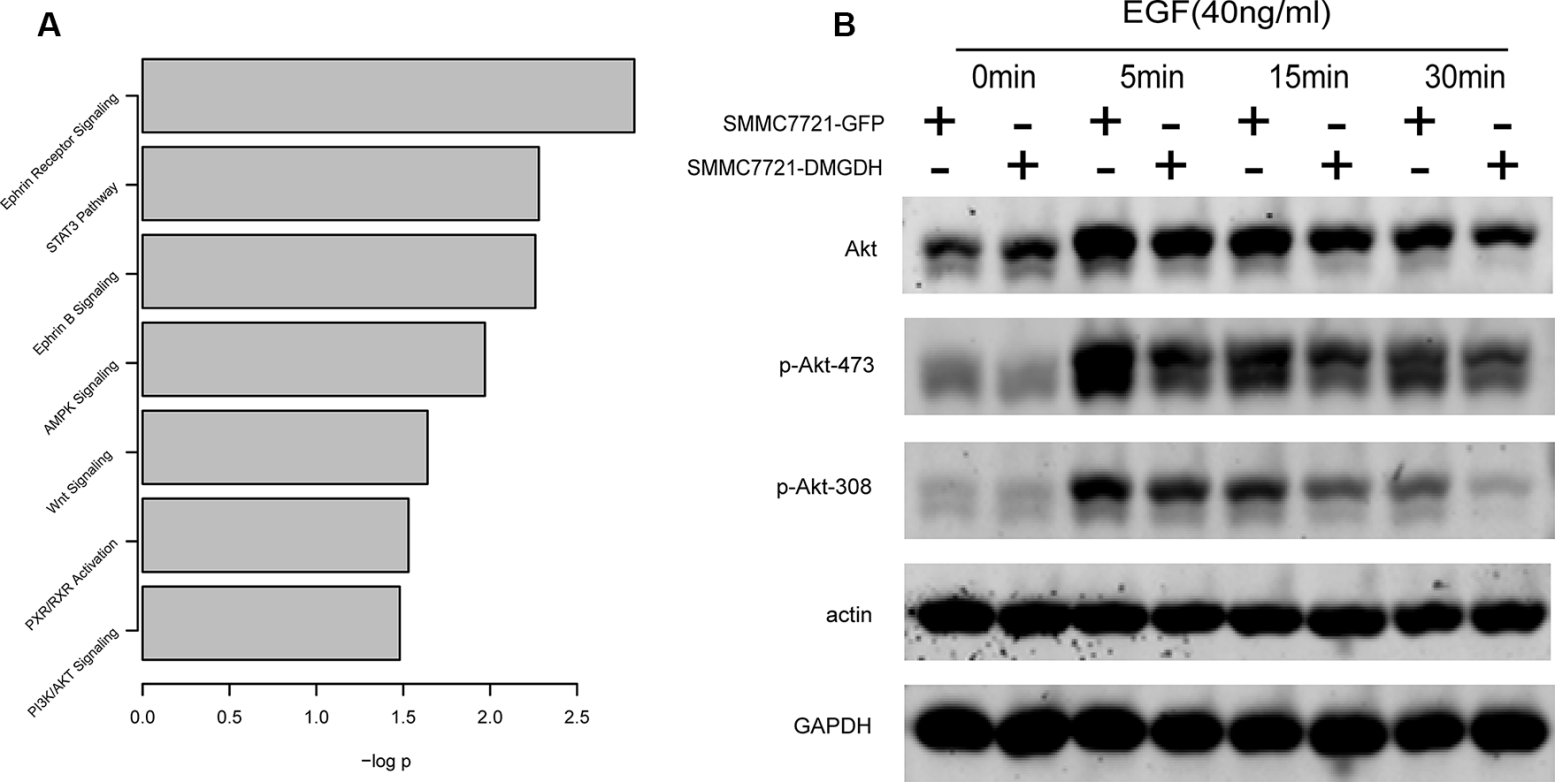
Altered pathway identification With gene expression evaluation with microarray, differentially expressed genes were detected, and (**A**) pathway analysis of these genes was performed with IPA. Among these pathways, we found that phosphorylation level of (**B**) Akt 308T and 473S is less in DMGDH over expression cell line.

We performed western blots to detect the phosphorylation of key proteins in these pathways. We found that the phosphorylation of Akt on residues 308 and 473 was significantly lower in the DMGDH over-expression group after stimulation with epithelial growth factor (EGF) (Figure 5B). Akt-308/473 phosphorylation is involved in well-known and canonical cancer invasion pathways. In summary, our results indicate that DMGDH suppresses metastasis through inhibiting the Akt signaling pathway.

## DISCUSSION

Metabolism disorders have been reported in many cancer types, including HCC [17, 18]. We integrate the gene expression, mutation/loss of heterogeneity and metabolic pathways, and identified DMGDH, a rarely reported gene, was altered in all these biological levels. We then found that the AUC reached 0.834 and 0.954 in the qPCR and RNA-seq datasets, indicating that DMGDH is a potential valuable biomarker for diagnosis; the higher DMGDH expression level correlated with better clinical observation. These results indicate that it is also a good prognostic marker for HCC.

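The mRNAs of AKT1, AKT2, GSK3B, STAT3 and SNAI1 did not pass limma's test between the arrays labelled MHCCLM3-GFP, on which DMGDH was bright against the labels, and the arrays labelled MHCCLM3-DMGDH. AKT1 was at 7.82 ± 0.02 and 7.79 ± 0.164 (log2 signal, SD, n = 3 each; adjusted p = 0.897 from limma), and the log2 fold change was -0.105 for AKT2 (standard error 0.069, adjusted p = 0.47). STAT3 had a log2 fold change of 0.007 (standard error 0.053, adjusted p = 0.957) and GSK3B, the kinase that Akt inhibits, one of -0.093 (standard error 0.052, adjusted p = 0.399). SNAI1, which encodes Snail, had one of 0.255 (standard error 0.067, adjusted p = 0.117). The other probes of AKT2, GSK3B and STAT3 did not pass either. These are levels of mRNA and hold nothing on phosphorylation. From the pathways of the microarray the paper went on to the phosphorylation of their key proteins. It reports a lower level on Akt after stimulation with EGF in Figure 5B, whose caption names no cell line. The sources used here state no such stimulation for the arrays. From the lower phosphorylation the paper proposes that DMGDH acts at least in part through inhibition of the Akt pathway. Of 36 mesenchymal and EMT markers, 6 were lower, none was higher and 30 did not pass (1 higher and 11 lower when adjusted over the list alone, and 1 higher and 13 lower at an unadjusted p under 0.05 from limma, or 1 higher and 12 lower by the unequal-variance test). The transcription factor SNAI2, which encodes Slug, fell by 0.69 (standard error 0.096, adjusted p = 0.0272) and TGFBI, a matrix protein induced by TGF-beta, fell by 0.455 (standard error 0.06, adjusted p = 0.0229). Limma's camera gave an adjusted p of 0.00189 for the fall of this list, and an adjusted p = 0.0826 with an estimated correlation, the highest over 19 alternatives, which start at 0.000378, so that its call is lost there. The median log2 fold change was -0.12 over all arrays and -0.16 within the slide that held both groups (adjusted p = 0.00697 from camera).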

Although the mechanism DMGDH suppresses migration keeps unknown, we detected that WNT, STAT3, and PI3K/AKT pathways alterd in DMGDH over expressed cells. And the phosphorylation ofp-308T-Akt and p-473S-Akt was inhibited in presence of DMGDH. Phosphorylation of these sites is well-known to induce Akt activation [19]. Anactivated Akt pathway is a canonical metastasis marker in many cancers [20], and inducesepithelial-mesenchymal transition (EMT) by inhibiting GSK-3β, leading to the stabilization and nuclear localization of Snail, thereby triggering cell migration and EMT [21].

In summary, we detected a novel tumor suppressor gene, DMGDH, as a biomarker that is capable of distinguishing between normal and tumor tissue, and this gene also suppresses metastasis *in vitro*, *in vivo*, and in clinical observations. Its inhibition effect is at least partly due to its repression of Akt activation.

## MATERIALS AND METHODS

### RNA-seq data analysis

The RNA extraction was performed with TRIzol reagent (Invitrogen, CA) following the manufacture provided protocol. Written informed consents were obtained from patients and the study was approved by ethnic committee Eastern Hepatobiliary Surgery Institute. RNA-seq procedure was conducted under the instruction of standard Illumina sequencing. The RNA-seq raw data were analyzed for quality control with the fastx-toolkit (http://hannonlab.cshl.edu/fastx_toolkit) and the fast-QC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) programs. The trimmed quality threshold was set to 20, and the minimum length was designated as 10. The trimmed reads were subsequently re-matched. Then, the reads were mapped to the human genome, Hg19, and the transcriptome from UCSC [22] by TopHat software [23] using the default parameters. The relative gene expression levels (FPKM, fragments per kilobase per million mapped fragments) were evaluated by the Cufflinks program [24] using the default parameters, and “cuffnorm” was used for normalization of the gene expression level of these samples. The differentially expressed genes were determined by the command line “cuffdiff” in the cufflinks program. The somatic mutation analysis was conducted by samtools [25] and Varscan [26] with the aligned reads. The mutated/LOH sites were annotated with annovar software [27]. The raw and processed data of RNA-seq is now available on GEO (GSE77314).

### Extraction of RNA, preparation of cDNA, and quantitative real-time PCR (qRT-PCR)

Total RNA from different cell lines and HCC samples was isolated using TRIzol reagent (Invitrogen, CA) following the manufacturer's instructions. The quality of the total RNA was assessed by a Nanodrop 2000 and agarose gel electrophoresis. First-strand cDNA was synthesized from 1–2 μg of total RNA using random primers and M-MLV Reverse Transcriptase (Invitrogen, CA). Real-time PCR was performed according to the SYBR Green kit (Applied TaKaRa, Japan) in an ABI PRISM 7900 sequence detector (Applied Biosystems, Carlsbad, CA) with 18s as the endogenous control. The relative mRNA levels were calculated based on the Ct values and normalized according to the 18s expression.

### Western blot analysis

Total protein was extracted from cell or HCC tumor specimens with RIPA Lysis Buffer and PMSF (Beyotime Co., China) according to the manufacturer's instructions, and centrifuged at 12,000 g for 15 minutes. Protein concentrations were measured using the bicinchoninic acid assay. Antibody dilutions were 1:500 for the DMGDH polyclonal antibody (Proteintech Group, Inc., Chicago, USA) and 1:10000 for GAPDH (Santa Cruz Biotechnology). Antibody binding was detected with an Odyssey infrared scanner (Li-Cor Biosciences, Inc.)

### Immunohistochemistry

Immunohistochemistry was performed on the HCC samples with a two-step immunoperoxidase technique. The DMGDH polyclonal antibody (Novus, USA) diluted 1:50 was used as the primary antibody. Briefly, after heating the sections in 10 mmol/L citrate buffer for antigen retrieval, the sections were incubated first with the primary antibody, and then with the secondary antibody for an hour at room temperature. Finally, the sections were developed in diaminobenzidine solution under a microscope, and counter-stained with hematoxylin.

### *In vitro* cell-behavior assays

For the wound-healing assays, monolayers of cells plated in 12-well plates were wounded by scraping with a 200 μL plastic pipette tip and then rinsed several times with medium to remove anyfloating cells. The wound-healing process was monitored with an inverted light microscope (Olympus, Tokyo, Japan). For migration and invasion assays, Transwell filter champers (Costar, Corning, NY) and BioCoat Matrigel invasion chambers (BD Biosciences) were used according to the manufacturers’ instructions. Six random microscopic fields were counted per field for each group, and these experiments were repeated at least 3 independent times. For the cell-proliferation assays, MHCC-LM3-DMGDH and control cells (3 × 10^3^ cells/well) were seeded in 100 μL of growth medium in 96-well plates for various time periods. Cell proliferation was evaluated by measuring cell viability with the Cell Counting Kit 8 assay (Dojindo Laboratories, Kumamoto, Japan) according to manufacturer's instructions.

### *In vivo* metastasis

Sixteen 6-week-old male nude mice were randomized into 2 groups (*N* = 8, for each group) and either MHCC-LM3-DMGDH or MHCC-LM3-GFP cells (4 × 10^5)^ were injected into the tail vein for the pulmonary metastatic model. Mice were sacrificed at 16 weeks post injection and examined microscopically by H & E staining for the development of lung metastatic foci. Animals were housed in cages under standard conditions, following the requirements of the Second Military Medical University Animal Care Facility and the National Institutes of Health guidelines.

### Microarray data analysis

RNA was extracted from both MHCCLM3-DMGDH and MHCCLM3-GFP cell lines with 3 replicates each. Evaluation of gene expression levels was performed with Agilent Whole Human Genome Oligo Microarray (4 × 44 K). The operation was conducted by Shanghai Biotechnology Corporation. After quality control, background corrections and normalizations were performed with Feature Extraction software 10.7 (Agilent technologies, Santa Clara, CA, US) and the Quantile algorithm, GeneSpring Software 12.6.1 (Agilent technologies, Santa Clara, CA, US). Genes differentially expressed between MHCCLM3-DMGDH and MHCCLM3-GFP were identified according to *p* values (*p* < 0.001) and log transformed fold changes (< −0.2 or > 0.2). The raw and processed data is available on GEO (GSE77329).

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

# Supplementary material for: Potential diagnostic and prognostic marker dimethylglycine dehydrogenase (DMGDH) suppresses hepatocellular carcinoma metastasis in vitro and in vivo
**Source:** Oncotarget. 2016 Apr 22;7(22):32607–16. doi: 10.18632/oncotarget.8927
**Supplement:** Supplementary file 1

# Potential diagnostic and prognostic marker dimethylglycine dehydrogenase (DMGDH) suppresses hepatocellular carcinoma metastasis *in vitro* and *in vivo*

## Supplementary Materials

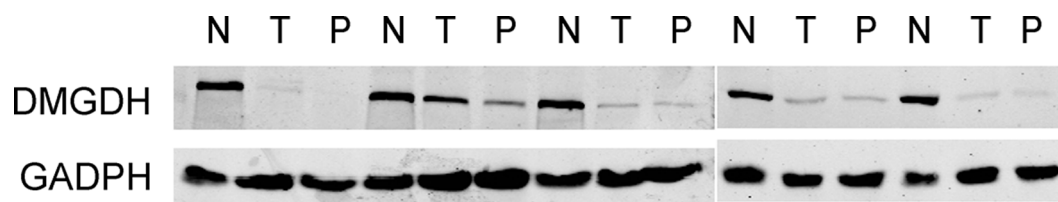

Supplementary Figure S1: Protein level of normal-tumor-PVTT pair evaluated by Western blot.

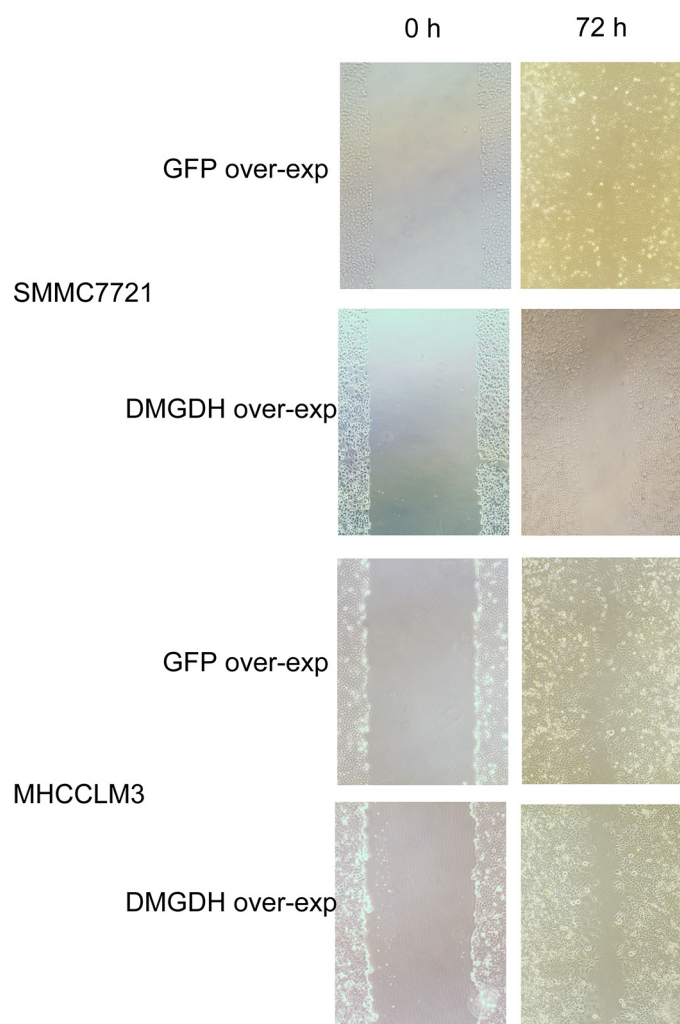

Supplementary Figure S2: Wound healing test of DMGDH+GFP and GFP over expressed cells in MHCCLM3 and SMMC7721 cell line.

**Supplementary Table S1A: Differentiall expressed genes (DEG) between normal and tumor identified by RNA-seq**

**Supplementary Table S1B: DEG between highly metastasis group and lowly metastasis group**

**Supplementary Table S1C: Significantly altered metabolic pathways according to DEG**

**Supplementary Table S1D: Clinical information of RNA-seq and QPCR datasets**

**Supplementary Table S3: DEG between DMGDH+GFP- and GFP- over expression cells evaluated by microarray**

How the deposited data were processed for this re-analysis (not part of the article)

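Gene expression was measured in MHCCLM3 cells labelled as over-expressing GFP or DMGDH, with 3 arrays per label, on a one-colour Agilent 4 × 44 K array. The labels and methods name MHCCLM3 and the results text names SMMC7721. The conditions and replicates were taken from the labels and not changed, although the DMGDH probe goes against the label on 6 of 6 arrays. The tissue, protein and mouse experiments were not analysed here.

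The authors deposited the scanner files of Feature Extraction 10.7.3.1, whose processed signal is an intensity that is background-subtracted and detrended within each array and not normalized between arrays. The same deposited files give the mean and background intensity of each spot, flags for spots well above background, saturated or outlying, and probe coordinates on hg19. The authors also deposited a table of log2 values, which they had quantile normalized in GeneSpring over all probes. It was used as an alternative only. Its columns follow the log2 intensity of the same array, and its scale and direction are those of the scanner files, not centred per gene.

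Median processed signals of the arrays were 91.4 to 119.0, and no spot was saturated. Correlations of the normalized signals, which are across probes, were 0.9938 to 0.9971 between arrays of 1 group and 0.9922 to 0.9954 between groups, and no array was a copy of another. Of 41000 probes, 27294 were named through their accession, 2383 through a current symbol and 454 through a single synonym of the reference table, which is of assembly GRCh38.p14 and was used for names only, and 10869 had no name there. This gave 18885 named genes.

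Spots of a probe were averaged, the log2 processed signals were quantile normalized, and probes well above background on at least 3 of 6 arrays were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the probes tested. The prior degrees of freedom were 2.14. A gene was represented by its probe of highest mean signal. Of 5863 genes with more than 1 tested probe, 181 were called. Another probe was called for 62 of them, had the opposite sign for 17 and was called in the opposite direction for 0. Where a probe was not well above background on any array of a group, the fold is a bound against the higher of its own signal and the lowest signal among probes well above background on each dim array, as means of normalized log2 values. Median log2 fold changes over all genes were between -0.004 and 0.01 under every setting.

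The methods state thresholds (p and log2 fold change) and name no test. Gene lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 28 lists, and the 6 pathway lists also with Fisher's exact test. The lists and the rule for naming genes were fixed before the data were examined, with Table S3 and its values already read. The rule took the genes the paper names, the 10 largest rises and 10 largest falls with no overlap between groups, up to 4 examples of each list by adjusted p with at most 2 in each direction, and the genes of Table 1. The fit was tested on simulated data of 28752 probes for this comparison, where 35.3% of changes of 0.5, 86.4% of changes of 1 and 97% of changes of 2 on the log2 scale were recovered and 7.6% of the calls were false.

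Alternatives were another scaling (the 75th percentile), normexp background correction with an offset of 50, filters on dim probes, the slide as a fixed or random block (the random block had a correlation of 0.154) or the slide with both groups alone, the replicate number as a block, the deposited log2 table, each array left out, an unequal-variance test, a trend with robust variances, averaged probes, and for lists an estimated correlation and fry. A setting with the deposited log2 table, the unequal-variance test and no filter was added after the data were seen. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and R used data.table 1.17.8 and statmod 1.5.0.

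The copy of Table S3 used here held 225 lines of the table, fewer than the genes the paper counts, so no overlap or set test was run on it.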

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

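The lists were fixed before the data were examined, with Table S3, which holds values of these arrays, already read, and the counts at an unadjusted p and the count of genes at background in 1 group were chosen after the results were seen. Each list here is of a gene group that the paper does not discuss for the microarray, although it assayed proliferation and invasion of cells, and members are shared with its pathways: IL6, LIF and NFKB2 of the inflammatory targets, VEGFC, IL6 and LIF of the growth factors and CDKN1A of the p53 targets were called in both. Every list call of this part is lost in camera with an estimated correlation. Directions are those of the arrays labelled MHCCLM3-GFP, on which DMGDH was bright against the labels.

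Of 39 NF-kappaB and inflammatory targets, 13 were lower, none was higher and 26 did not pass limma's test (1 higher and 23 lower when adjusted over the list alone, and 1 higher and 23 lower at an unadjusted p under 0.05 from limma, or 1 higher and 21 lower by the unequal-variance test). The list passed limma's camera test with an adjusted p of 4.79e-11, and did not pass with an estimated correlation (adjusted p = 0.0803, the highest over 19 alternatives, which start at 1.53e-14), with a median log2 fold change of -0.28 over all arrays and -0.27 within the slide that held both groups (adjusted p = 3.24e-10 there). TRAF1, an adaptor of TNF receptors, fell by 1.19 (standard error 0.071, adjusted p = 0.00278 from limma), and its other probe was also called, and TNFRSF14, a receptor of the same family, fell by 0.90 (standard error 0.077, adjusted p = 0.00733). For each list of this part the estimated correlation gave the highest adjusted p over the alternatives.

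Of 44 growth factors and cytokines, 10 were lower, 1 was higher and 33 did not pass limma's test (3 higher and 16 lower when adjusted over the list alone). The list had a camera adjusted p of 1.02e-07, and did not pass with an estimated correlation (adjusted p = 0.0803, with the alternatives starting at 2.64e-10), with a median log2 fold change of -0.19 over all arrays and -0.22 within the slide that held both groups (adjusted p = 2.51e-06 there). VEGFC and the semaphorin SEMA3C, which fell by 0.91 (standard error 0.067, adjusted p = 0.00492 from limma), led the falls, and INHBB, a subunit of activin, rose by 0.47 (standard error 0.062, adjusted p = 0.023). IL6 and LIF are also in the inflammatory list.

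Of 36 basement membrane and collagen genes, 2 were higher, 6 were lower and 28 did not pass (3 higher and 14 lower when adjusted over the list alone; camera adjusted p of 0.000148, and from 2.02e-05 to 0.0803 over the alternatives). COL4A4 fell by 0.84 (standard error 0.084, adjusted p = 0.0113 from limma) and the collagen-modifying enzyme P3H2 by 0.44 (standard error 0.052, adjusted p = 0.017), while COL15A1 rose by 0.74 (standard error 0.124, adjusted p = 0.0429) and NID2 by 0.47 (standard error 0.078, adjusted p = 0.0423). The median was -0.23 over all arrays and -0.22 within that slide (adjusted p = 0.000844 there). Of 38 p53 targets, 4 were lower, none was higher and 34 did not pass (0 higher and 6 lower when adjusted over the list alone, and 0 higher and 13 lower at an unadjusted p under 0.05 from limma, or 0 higher and 10 lower by the unequal-variance test; camera adjusted p of 0.000419, and from 0.000375 to 0.0803 over the alternatives). They were CDKN1A, GDF15, which fell by 0.88 (standard error 0.088, adjusted p = 0.0113), GADD45A and TNFRSF10C, the last 2 named after their values were seen, and the median was -0.13 over all arrays and -0.11 within that slide (adjusted p = 0.00582 there).

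Of 37 invasion proteases and their inhibitors, 4 were lower, none was higher and 33 did not pass (2 higher and 9 lower when adjusted over the list alone, and 3 higher and 12 lower at an unadjusted p under 0.05 from limma, or 1 higher and 11 lower by the unequal-variance test; camera adjusted p of 0.0057, and from 0.000378 to 0.227 over the alternatives). The lysosomal protease CTSS fell by 1.497 (standard error 0.069, adjusted p = 0.00123 from limma), although its other probe did not pass, and the protease inhibitor SPINK6 fell by 1.547 (standard error 0.066, adjusted p = 0.00123), with SPINK1 and MMP19, named after their values were seen. The median was -0.05 over all arrays and -0.036 within that slide (adjusted p = 0.0349 there). Of 40 interferon-stimulated genes, 1 was higher, 5 were lower and 34 did not pass (2 higher and 6 lower when adjusted over the list alone; camera adjusted p of 0.0428, and from 0.00697 to 0.426 over the alternatives). SAMD9L fell by 0.76 (standard error 0.071, adjusted p = 0.00912), IFI44 by 0.62 (standard error 0.067, adjusted p = 0.0137), and IFITM1 rose by 0.40 (standard error 0.068, adjusted p = 0.0428). The median was -0.044 over all arrays and -0.091 within that slide (adjusted p = 0.00697 there), and this list passed in 12 of 19 alternatives, the other 7 lists of this part in 18 of 19. These alternatives are not independent: the trend setting repeats the main camera test, and the fixed slide block and the slide alone are 1 comparison.

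Of 12 metallothioneins, which are small metal-binding proteins, and their regulators, none passed limma's test over all genes (6 higher and 0 lower when adjusted over the list alone, and 6 higher and 0 lower at an unadjusted p under 0.05 from limma, or 8 higher and 0 lower by the unequal-variance test), with a camera adjusted p of 0.000117, a call lost with an estimated correlation (adjusted p = 0.143, with the alternatives starting at 1.8e-05), and a median of 0.20 over all arrays and 0.27 within that slide (adjusted p = 3.21e-05 there). Probes of metallothioneins can bind each other's transcripts, so that their values are not independent. Of 55 cell cycle and proliferation genes, none passed (0 also when adjusted over the list alone, and 6 higher and 1 lower at an unadjusted p under 0.05 from limma, or 8 higher and 1 lower by the unequal-variance test), with a camera adjusted p of 0.00412, a call lost with an estimated correlation (adjusted p = 0.262, with the alternatives starting at 0.000375), and a median of 0.07 over all arrays and 0.054 within that slide (adjusted p = 0.0126 there). In Figure 3B the paper reports that cells with high DMGDH proliferated at a rate comparable to the control, a measure of cells and not of mRNA.

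Finally, 8 called genes were not well above background on any array labelled MHCCLM3-GFP, against 1, DMGDH, on any array labelled MHCCLM3-DMGDH. Of these 8, IGFALS, at least 2.25-fold lower (adjusted p = 0.0165 from limma), and ARL14, at least 1.69-fold lower (adjusted p = 0.0433), are outside the 10 largest fitted falls and were named after their values were seen. Both bounds were computed with the main processing only.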

How the results depend on the processing

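The setting that joins the deposited log2 table, the unequal-variance test and no filter was chosen after the data were seen, and the others before. DMGDH was higher in the arrays labelled MHCCLM3-GFP, against the labels, under every setting that tested it, with fitted log2 fold changes of 3.371 (normexp) to 7.729 (within the slide that held both groups). Its call was lost only with the unequal-variance test, at 7.495 (adjusted p = 0.102), and with the joined setting, at 7.514 (adjusted p = 0.155), over a range of adjusted p from 2.4e-11. The filter for all 6 arrays left DMGDH untested. The 457 genes and 658 probes became 258 genes and 438 probes with normexp, 158 genes (143 shared) with no filter, 6 genes (5 shared) and 274 probes with the slide as a fixed block or within the slide that held both groups, 12 genes (11 shared) and 221 probes with the unequal-variance test, 876 genes with a trend and robust variances, 837 genes with all probes of a gene averaged, and 1 gene, CPM, named after its values were seen, and 226 probes with the joined setting. Leaving out 1 array gave 56 to 239 genes and 305 to 479 probes. The replicate block gave 24 genes and 336 probes. The other 4 settings, the 75th percentile, the filter for all 6 arrays, the random slide block and the deposited log2 table, gave 458 to 589 genes and 649 to 714 probes. The remaining counts were 506 probes with no filter, 899 with the trend and 465 with averaged probes. Fewer arrays go with the lower counts of the settings that leave out arrays, and for the rest the cause was not tested.

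Of the 6 pathway lists, 4 were enriched at first, 1 (PXR and RXR activation) with no filter, 1 (ephrin signaling) with averaged probes, 0 with the slide as a fixed block or within the slide, with the replicate block, the unequal-variance test, the trend or the joined setting, and 0 to 2 with 1 array left out. The adjusted p was then 1 for all 4 with the slide as a fixed block, within the slide, with the unequal-variance test and with the joined setting, and for STAT3, Wnt and PXR and RXR with the replicate block. With no filter it was 0.114 for ephrin and 0.0649 for STAT3 and Wnt. With the trend it was 0.0871 for ephrin and Wnt, 0.108 for STAT3 and 0.0908 for PXR and RXR. With averaged probes it was 0.0877 for STAT3, Wnt and PXR and RXR. For Wnt it was also 0.0687 with normexp and 0.133 with the genes past the methods' thresholds as the called genes. With 1 array left out it was 0.0791 to 0.318 for ephrin, 0.0418 to 0.194 for STAT3, 0.0415 to 0.346 for Wnt and 0.0493 to 0.315 for PXR and RXR. The fixed slide block and the slide alone called only 6 genes, the unequal-variance test 12 and the joined setting 1. These are too few for the lack of enrichment there to say much. Beyond that, the cause of the lost enrichments was not tested. AMPK and PI3K/AKT were enriched under no setting (adjusted p from 0.0719 and 0.0791).

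The number of lists past the threshold of the camera test was 9 of 28, 0 with an estimated correlation and 15 with fry, and 8 to 10 otherwise. Fry, which asks whether the genes of a list move one way and not whether they move more than others, also called AMPK (0.0101), PI3K/AKT (0.00497) and PXR and RXR (0.0237), and the endothelial, fatty acid and glycine lists. The glycine list holds DMGDH itself, and its mean log2 fold change was 0.147 against a median of 0.034. It was not tested without DMGDH. Over all lists, 510 of 532 comparisons with an alternative stayed on the same side, 15 lost and 7 gained the call, and none turned a called direction. Over the 78 named genes with a tested probe, 909 of 1474 comparisons stayed on the same side and 565 lost the call. The size of several named changes also depended on the setting. Over the alternatives the log2 fold change shrank to -0.166 for F2, -0.255 for EPHB2, 0.223 for COL15A1 and 0.438 for IL17RB, while that of DKK1 stayed between -0.545 and -0.504. Signs also changed in 25 list and 7 gene comparisons where neither value was past the threshold, which were not counted as turned.

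The deviations of samples with the same replicate number had correlations across probes of -0.033, 0.014 and 0.104. Replicate 1 labelled MHCCLM3-GFP correlated best with replicate 2 of the other label, at 0.12. Replicate 3 of each label correlated best with replicate 3 of the other, at 0.104. With 3 arrays per label, these small values show no clear pairing by number and cannot exclude one. With the replicate block, the enrichment of ephrin had an adjusted p of 0.341. Signal over background limits the dim probes: of the 41000 probes, 28752 were tested.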

Differences from the paper's values

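The paper gives 269 differentially expressed genes at an unadjusted p under 0.001 and a log2 fold change under -0.2 or over 0.2, and the limma fit gives 658 probes at the same thresholds. The paper names no test. Of the alternatives set before the data were examined, the count lies within 1.5 times of the paper's with the slide as a fixed block or within the slide that held both groups (274), with the replicate block (336), without replicates 1, 2 or 3 labelled MHCCLM3-GFP (344, 340 and 327) or replicate 2 labelled MHCCLM3-DMGDH (305), and with the unequal-variance test (221). It does not with the 75th percentile (660), normexp (438), no filter (506), the filter for all 6 arrays (703), the random slide block (714), the deposited log2 table (649), without replicates 1 or 3 labelled MHCCLM3-DMGDH (415 and 479), with the trend (899) or with averaged probes (465). The deposited log2 table with the unequal-variance test and no filter, chosen after seeing the values, gives 226 probes and drops 0 of the 225 genes of Table S3 in the copy used, whose p-values differ from those of that test by at most 0.329%. In that copy 78 differences are positive and 147 negative, its FDR lies from 0.0162 to 0.165, and 1 gene, CPM, has an FDR under 0.05.

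The log2 fold changes of Table S3 run from the arrays labelled MHCCLM3-DMGDH to the arrays labelled MHCCLM3-GFP, as here. In the copy used they were compared for 6 genes only, taken from the largest fitted rises and falls. All 6 differ from the values of the main processing by less than the larger replicate SD. Genes named for other reasons were not compared. DMGDH is among the 6, and since its probe was at background on the arrays labelled MHCCLM3-DMGDH, its log2 fold change is not a measured fold in either.

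The paper describes the cells compared as over-expressing DMGDH against GFP, and the DMGDH probe was bright on the 3 arrays labelled MHCCLM3-GFP and at background on the 3 labelled MHCCLM3-DMGDH.

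Figure 5A shows AMPK and PI3K/AKT signaling among the enriched pathways. With the lists used here, which are not those of the study's tool, AMPK had 4 called genes against 2.81 expected and PI3K/AKT 5 against 3.55 expected, both with an adjusted p of 0.31, and ephrin, STAT3, Wnt, and PXR and RXR passed. Fry, which tests for movement in one direction and not for enrichment, called AMPK (adjusted p = 0.0101) and PI3K/AKT (adjusted p = 0.00497).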

Other observations

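The tests of exchanged labels, of a single mislabelled array, of exchanged scanner files and of the place of the probe were chosen after the DMGDH values were seen, and the tests of the slides and of the splits before their values were computed, though the count of 6 genes within the slide and the counts with 1 array left out had been seen.

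Directions are those of the arrays labelled MHCCLM3-GFP, on which DMGDH was bright against the labels. In glycine, choline and one-carbon metabolism, the pathway of DMGDH itself, 3 of 49 genes were higher and 2 were lower (3 higher and 5 lower when adjusted over the list alone; camera adjusted p of 0.326). Besides DMGDH they were GAMT, which makes creatine and rose by 0.725 (standard error 0.062, adjusted p = 0.00717 from limma), CHDH, SDSL, which fell by 0.915 (standard error 0.065, adjusted p = 0.00454), and AMT, of the glycine cleavage system, which fell by 0.935 (standard error 0.158, adjusted p = 0.0433) although its other probe gave -0.06 (adjusted p = 0.84). CHDH is named after its values were seen. Of 25 cancer-testis and placental genes, 3 were higher and 5 were lower (3 and 6 when adjusted over the list alone; camera adjusted p of 0.731, with a median of 0.052 and a mean of -0.072). The placental alkaline phosphatase ALPP rose by 0.62 (standard error 0.06, adjusted p = 0.00995), and PSG5, a pregnancy-specific glycoprotein, fell by 1.74 (standard error 0.134, adjusted p = 0.00566) and CGB3, of the chorionic gonadotropin family, by 0.90 (standard error 0.08, adjusted p = 0.00785), although related genes of these families can share probes. Of 37 hepatocyte genes, 2 were higher and 4 were lower (3 and 5 when adjusted over the list alone; camera adjusted p of 0.629). CPS1, the first enzyme of the urea cycle and a gene of Table 1, rose by 0.51 (standard error 0.06, adjusted p = 0.0172), and the complement subunit C8G and prothrombin, F2, fell by 0.93 (standard error 0.099, adjusted p = 0.0125) and 0.64 (standard error 0.066, adjusted p = 0.0117).

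Of the other genes of Table 1, which the paper reports for tissue and not for these cells, HPD had a log2 fold change of 0.066 (adjusted p = 0.704 from limma) and IDO2, well above background on 2 of 3 arrays of each group, one of 0.125 (adjusted p = 0.71). AKR1D1 and BHMT2 were not well above background on any array.

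The remaining lists did not pass limma's camera test, and the other probes of AQP1, HKDC1, LOX and TM7SF2, named among them, did not pass. Of 43 genes of hypoxia and glycolysis, 1 was higher (CA12) and 2 were lower (HKDC1 and LOX; 4 and 3 when adjusted over the list alone; adjusted p of 0.488). Of 40 genes of the unfolded protein response and ATF4 targets, none was higher and 3 were lower, ATF3, GDF15 and SLC7A11, the last named after its values were seen (4 higher and 8 lower when adjusted over the list alone, 5 higher and 9 lower at an unadjusted p under 0.05 from limma, or 7 higher and 8 lower by the unequal-variance test; adjusted p of 0.901, with a median of 0.05 and a mean of -0.034). Cholesterol synthesis had 27 genes tested and 1 lower, TM7SF2 (1 lower when adjusted over the list alone; adjusted p of 0.692), and fatty acid synthesis and oxidation had 39 and none called (none when adjusted over the list alone, 8 higher and 1 lower at an unadjusted p under 0.05 from limma, or 5 higher and 2 lower by the unequal-variance test; adjusted p of 0.0874). The 28 epithelial markers had 1 lower, CLDN4 (4 higher and 2 lower when adjusted over the list alone; adjusted p of 0.488), and the 20 housekeeping genes none (none when adjusted over the list alone, 1 higher and 1 lower at an unadjusted p under 0.05 from limma, or 1 higher and 2 lower by the unequal-variance test; adjusted p of 1.0). Among markers of other cell types, 11 bile duct genes had 2 lower, AQP1 and CLDN4 (1 higher and 3 lower when adjusted over the list alone; adjusted p of 0.581), 8 fibroblast genes had 1 higher, PDGFRB (1 higher and 1 lower; adjusted p of 0.731), 11 leukocyte genes had an adjusted p of 0.901 as a list, with a median of -0.023 and a mean of 0.006, and 5 endothelial genes had none over all genes (2 higher; 2 higher and 0 lower at an unadjusted p under 0.05 from limma and by the unequal-variance test; adjusted p of 0.243).

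The DMGDH probe was bright on the arrays labelled MHCCLM3-GFP and not on the others. A single mislabelled array would put 1 array against its label, and the probe went against the label on 6 arrays. An exchange of scanner files after the study's own analysis is argued against too, since the values of Table S3 lay closest to the scanner file of the same array code for 6 of 6 codes. A candidate explanation is an exchange of the labels of the groups, at a step these tests do not show, which needs DMGDH to go against the label on all 6 arrays, as it did, but it was found from these same values. The array codes begin with D on the arrays labelled MHCCLM3-GFP and with G on the arrays labelled MHCCLM3-DMGDH, and the sources used here do not say what the letters stand for. A probe outside the transcript that the construct carries would by itself leave the groups alike, and the values, which differ at least 56.6-fold without overlap with the main processing, argue against it as the whole cause. A true difference between the groups in the cells' own DMGDH transcript stays open and untested.

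Within the slide that held both groups, 6 genes passed limma's test at an adjusted p under 0.05, against 457 over all arrays: CHRNE, DEFB106B, DMGDH, FAM50B, NEURL3 and RASD1, of which DEFB106B and RASD1 were named after their values were seen. If differences between slides were the whole cause of the 457 genes, their changes would shrink within that slide. The median ratio of the change within it to that over all arrays was 1.009 (quartiles 0.938 and 1.067). This ratio cannot decide the question, since its arrays entered the selection. All 457 genes had no overlap between groups, so the arrays on the other slides had to lie with those of the same label on it. Fewer arrays may account for the low count: over the other 8 sets of 2 arrays against 2, the median was 0 genes and the highest 4. The range set beforehand for this was within 3 times of 6, and the median of 0 lies below it. It is also not above the bound that would have argued against fewer arrays, so by that rule the test leaves the explanation open. Each of the other 8 sets mixed slides and gave fewer genes than the 6 within the slide. The low count there is therefore not by itself a sign of a slide effect. A partial effect of the slides was not tested.

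The count of genes over the real split of the 6 arrays was 457, and the highest over the other splits into 3 and 3 was 1. Only the real split gave 457, which is 1 of 10 splits, and 10 are too few for a share under 0.05.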
